A study of Mus musculus with 12 samples. Its data were reported in "B2 SINE Copies Serve as a Transposable Boundary of DNA Methylation and Histone Modifications in the Mouse" (2021).

How the data were processed

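Histone H3 acetylated at lysine 9 (H3K9ac), a mark of active promoters and enhancers, was measured by chromatin immunoprecipitation and sequencing (ChIP-seq) in livers of adult mice. The labels gave 12 samples, of which 6 were H3K9ac libraries and 6 were input libraries of the same groups. The H3K9ac libraries came from C57BL/6J mice (B6, 2 libraries), MSM/Ms mice (MSM, 2 libraries), the F1 hybrid of a B6 mother and an MSM father (F1 BM, 1 library) and the F1 hybrid of an MSM mother and a B6 father (F1 MB, 1 library). B6 is the strain of the mouse reference genome, and MSM is an inbred strain derived from Japanese wild mice. The 6 input libraries were not analysed here. Groups and replicate numbers were taken from the sample titles, and each parental library came from a separate mouse.

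The authors fixed liver with formaldehyde, precipitated chromatin with an antibody against H3K9ac and sequenced the libraries as paired reads. They trimmed adaptors with Trim Galore and mapped the read pairs to mm10 (GRCm38) with Bowtie 2, with a long maximal insert so that MSM pairs spanning insertions and deletions would be mapped. The deposited files were peak lists in the narrowPeak format, 1 list per library, so replicates were called separately and not pooled. The peak caller, its threshold and whether the input served as control were not stated for these libraries. Because reads of both strains were mapped to the B6 sequence, MSM reads over sequence that differs from B6 could be lost, and reads over repeats could be placed at a wrong copy.

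For each peak the deposited lists gave a fold enrichment, which is a linear ratio of the signal at the summit over the background the authors' peak caller used. They also gave the −log10 of the p-value and the −log10 of the q-value, as the authors' peak caller wrote them. A score in the deposited lists was the whole part of the −log10 q multiplied by a constant, and it was not used further. The lowest −log10 q in the 6 lists lay between 1.30 and 1.35, which fits lists limited at a q-value of 0.05. The fold and the −log10 values are the authors' own values for each peak and were used only to describe, rank or filter peaks within a list. No counts of reads were used, so the depth of each library was not used here, and a peak missing from a list cannot be told from a peak that was too weak for the depth of that library. All peaks lay on chromosomes 1 to 19, X and Y.

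Peak lists were compared by position with Python 3.11.15, numpy 2.4.6 and scipy 1.17.1. Figures were drawn with matplotlib 3.10.9. The overlap of 2 lists was given as the Jaccard index, the length covered by both lists divided by the length covered by either. The peaks of the 4 parental libraries were merged into union regions, and a library had a peak in a region when a peak overlapped it by at least 1 bp. A region was B6-specific when both B6 libraries and neither MSM library had a peak in it, and MSM-specific in the opposite case. Peaks less than or equal to 500 bp apart were joined into domains. Gene starts (transcription start sites, TSSs) came from the GENCODE M21 annotation of GRCm38, with 1 start for each of 21911 protein-coding gene symbols, that of the longest gene. A peak was counted at a TSS when it overlapped the window of 1 kb either side of it. For each promoter, the domain nearest the TSS within 500 bp was taken, and its reach was the distance in bp from the TSS to the domain edge on the upstream or the downstream side. A negative reach means that the domain ended before the TSS. Reach and gaps between peaks are in B6 coordinates, so for MSM they count B6 sequence that MSM lacks. The domains taken in different libraries need not overlap one another. A promoter was called further upstream in one strain when both of its libraries reached at least 200 bp beyond both libraries of the other strain.

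B2 is a family of short interspersed elements (SINEs). Copies were located in GRCm38 as matches of the 26-nt B2 Northern probe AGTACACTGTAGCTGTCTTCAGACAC with at most 2 mismatches on either strand, which gave 57124 matches. This counts only copies that keep the stretch of the probe. Match density was taken in windows outside both edges of each domain, without stretches inside other domains, and the ratio of the density 0 to 500 bp outside to the density 5 to 10 kb outside was formed for each library. The functions for overlap, reach and density were first tested on simulated data. In the simulation of promoters further upstream in one strain, 160 of 160 planted promoters were recovered among 4000, with 0 false calls. All simulated libraries had the same typical reach and isolated gene starts, unlike the libraries here. The simulation therefore checked the functions and gives no error rate for these data.

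Strain differences of single values were tested with a two-sided exact permutation test over the 6 assignments of the 4 parental libraries, whose smallest possible p is 0.333. No such test could pass 0.05, so each difference was set against the spread between replicates, given as the standard deviation (SD). The within-strain minus between-strain overlap was compared over the 3 splits of the 4 libraries into pairs. Counts of strain-specific regions and promoters were set against the same counts for the 2 other splits. Shares of regions were given with 95% Wilson intervals, which cover counting error only. F1 libraries had no replicates. Shares of promoters with a B2 match were compared with Fisher's exact test over promoters, which compares these libraries and not the strains.

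The rule for the named genes was fixed before the data were examined. It took Arcn1 and Nnt, which the study chose, and from the data up to 5 promoters per strain with the largest gap between the strains' nearest upstream edges, and up to 5 strain-specific regions per strain at a TSS with the highest value of the smaller of their within-library percentiles of −log10 p. Alternatives chosen before the data were examined were a −log10 q of at least 5, the same number of peaks in every library (the 11619 with the highest −log10 p), autosomes only, leaving out each parental library, an overlap of 50% of the shorter of peak and region, merging distances of 0 and 1000 bp, edge differences of 100 and 500 bp, subtraction of each library's median reach, promoters without another gene start within 2 kb upstream, 0 and 4 mismatches to the probe, a near window of 1000 bp, a TSS window of 2 kb, the share of the shorter list's peaks in place of the Jaccard index, and the replicate number as a block. Alternatives added after the data were seen were the same covered length in every library (the peaks with the highest −log10 p up to 6.28 Mb), a peak cover of 50% of the region, the downstream side for the B2 intervals, and promoters where the domains of the 4 parental libraries overlap one another.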

Results

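H3K9ac peak lists were analysed for 6 mouse livers, 2 of B6, 2 of MSM, 1 of F1 BM and 1 of F1 MB. The question behind the design was whether acetylated promoter domains differ between the strains, in particular where a B2 copy lies next to a promoter in B6, and whether the strain difference is seen in the reciprocal hybrids. The F1 libraries had 1 mouse per cross, so their values have no replicate error. The lists hold no read counts, so the depth of the libraries was not used here.

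The B6 libraries differed more from each other than the strains did. B6 replicate 1 had 22968 peaks and B6 replicate 2 had 11619, a mean of 17294 ± 8025 (SD, n = 2). MSM replicate 1 had 17310 peaks and MSM replicate 2 had 17584, a mean of 17447 ± 194 (SD, n = 2). The strains differed by 153.5 peaks, far below the pooled within-strain SD of 5676 (two-sided exact permutation p = 1, smallest possible 0.333). F1 BM had 20173 peaks and F1 MB had 13235. The length under peaks was 11.1 ± 6.89 Mb in B6 (SD, n = 2) and 9.67 ± 0.0155 Mb in MSM (SD, n = 2), with 16.0 Mb in B6 replicate 1 and 6.28 Mb in B6 replicate 2 (exact permutation p = 1 between strains). It was 12.3 Mb in F1 BM and 7.46 Mb in F1 MB. The median domain width was 848 bp in B6 replicate 1 and 529 bp in B6 replicate 2, against 588 and 591 bp in MSM replicates 1 and 2. The mean was 688.5 ± 226 bp in B6 and 589.5 ± 2.12 bp in MSM (SD, n = 2 each, exact permutation p = 1). The direction of these 3 differences depended on which B6 library was used: MSM minus B6 was 5828 peaks without B6 replicate 1 and -5521 peaks without B6 replicate 2.

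**Figure D1:**
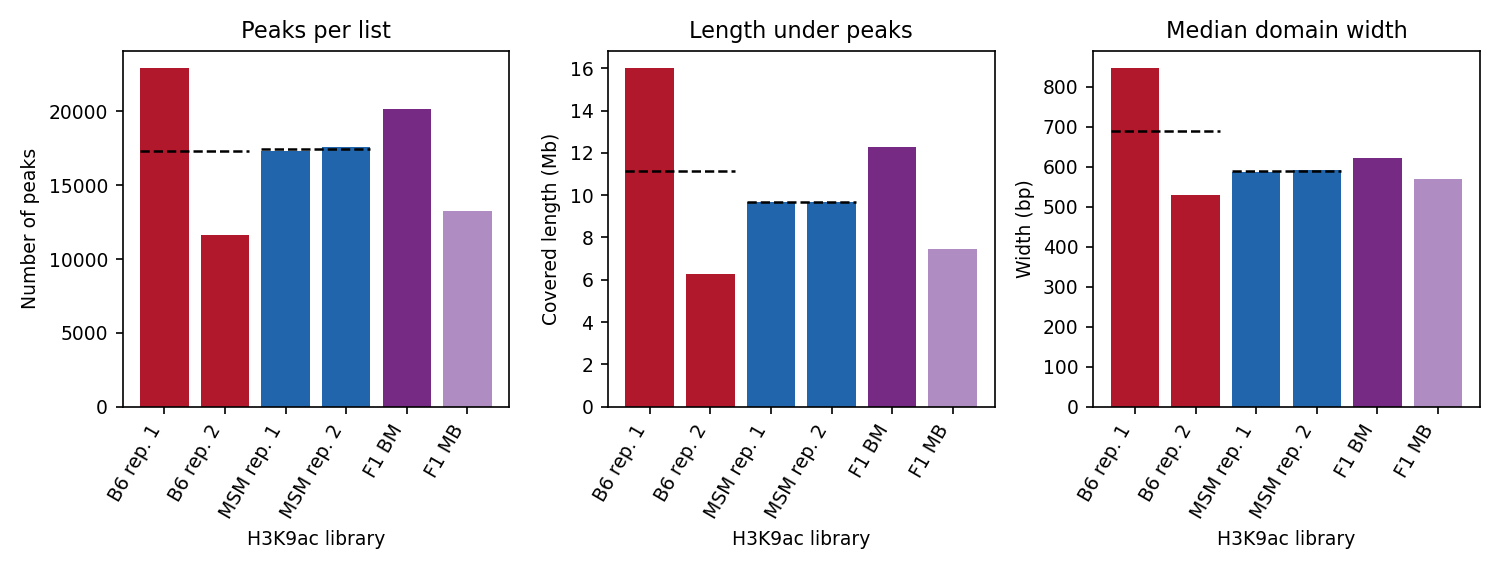
Number of peaks, length under peaks (Mb) and median domain width (bp) of each H3K9ac library, with bars for single libraries and dashed lines for the mean of the 2 libraries of B6 and of MSM. The B6 bars (22968 and 11619 peaks) lie above and below the MSM bars (17310 and 17584 peaks).

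The share of peaks at a TSS was 57.8 ± 5.57% in B6 and 55.7 ± 0.245% in MSM (SD, n = 2 each), a difference of -2.14 percentage points, below the pooled within-strain SD of 3.94 (exact permutation p = 1). It was -6.07 points without B6 replicate 1 and 1.80 points without B6 replicate 2. The share was highest in the short lists, with 61.8% in B6 replicate 2 (95% Wilson interval 60.9 to 62.6%) and 61.3% in F1 MB (60.5 to 62.1%), and lowest in F1 BM with 49.0% (48.3 to 49.7%). The median fold enrichment given by the authors for the peaks of a list was 5.23 and 4.49 in B6 replicates 1 and 2, 4.93 and 4.996 in MSM replicates 1 and 2, 3.38 in F1 BM and 4.57 in F1 MB.

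The MSM replicates shared more peak-covered sequence than mice of different strains did, and the B6 replicates shared less. The Jaccard index was 0.381 between the B6 libraries and 0.622 between the MSM libraries, and 0.466 ± 0.0177 (SD) over the 4 pairs of different strains. The mean within strains exceeded the mean between strains by 0.0351, the largest value of the 3 splits (one-sided exact permutation p = 0.333, the smallest possible). The shorter B6 list was nearly contained in the longer one, since 98.8% of the peaks of B6 replicate 2 overlapped a peak of B6 replicate 1. The alternative that moved the difference most was the same covered length in every library, with 0.0709, and the Jaccard index of the B6 pair was then 0.473.

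The union of the parental lists held 25803 regions. All 4 libraries had a peak in 7777 of them (30.1%), and exactly 1 library had a peak in 9229 (35.8%). Of the latter, 6757 were found in B6 replicate 1 alone. There were 849 B6-specific and 872 MSM-specific regions. Together these 1721 regions were more than the 1356 and 1459 regions that separated the libraries in the 2 other splits, but in the other splits nearly all regions belonged to the pair with B6 replicate 1. With the same number of peaks in every library, the strain split gave 1002 B6-specific and 887 MSM-specific regions, 1889 in all, against 564 and 597 in the other splits. With the same covered length, the strain split gave 367 and 766 regions, 1133 in all, against 708 and 669. The counts depended on the replicate requirement. Without B6 replicate 1 there were 4654 MSM-specific regions, and without B6 replicate 2 there were 7627 B6-specific regions. B6-specific regions lay at a TSS in 40.05% of cases and MSM-specific regions in 12.7%, but at the same number of peaks the shares were 53.1 and 30.4%, and at the same covered length 53.1 and 49.1%.

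Among the B6-specific regions at a TSS, the highest ranked was at Ceacam1 (ENSMUSG00000074272.10), on chromosome 7 from 25476083 to 25477769 (mm10), over an untranslated region of the gene, with a fold enrichment of 17.4 and 11.0 in B6 replicates 1 and 2. In order of rank, it was followed by regions over an untranslated region of Cyp4a14 (chromosome 4, 115494397 to 115496144), near the start of Ap1ar over an exon of Gm43653 (chromosome 3, 127837578 to 127838609), and over untranslated regions of Cyp2b9 (chromosome 7, 26172870 to 26176550) and Srp54b (chromosome 12, 55154548 to 55156077). Among the MSM-specific regions, the highest ranked was at Ces2h (ENSMUSG00000091813.4), on chromosome 8 from 105000490 to 105001380, over an exon of the gene, with a fold enrichment of 13.8 and 9.38 in MSM replicates 1 and 2. Next came regions over an untranslated region of C6 (chromosome 15, 4727218 to 4728357), near the start of Dtnb but outside annotated genes (chromosome 12, 3571800 to 3572295), and over exons of Aldh1a7 (chromosome 19, 20725821 to 20727510) and Pax8 (chromosome 2, 24473834 to 24475065). Both F1 libraries had a peak in 7 of these 10 regions. F1 BM alone had a peak at Cyp2b9 and Aldh1a7, and neither had one at Pax8. Several of these genes belong to families of similar copies (Ceacam, Cyp4a, Cyp2b, Srp54, Ces2 and Aldh1a). Over such copies, reads of 50 bp from a diverged strain can be misplaced. This makes absence from MSM uncertain for the B6-specific regions at such genes. For the MSM-specific regions at Ces2h and Aldh1a7, it makes presence in MSM uncertain.

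In the F1 hybrids both parental genomes share a nucleus, and the F1 lists tell whether strain-specific regions are seen there. F1 BM had a peak in 64.1% of the B6-specific regions (544 of 849, 95% Wilson interval 60.8 to 67.2%) and in 64.2% of the MSM-specific regions (560 of 872, 61.0 to 67.3%). F1 MB had a peak in 28.2% of the B6-specific regions (239 regions, 25.2 to 31.3%) and in 22.9% of the MSM-specific regions (200 regions, 20.3 to 25.8%). For comparison, regions found in all 4 parental libraries had a peak in 97.1% of cases in F1 BM and 91.2% in F1 MB, and regions found in exactly 1 library in 28.2 and 6.67%. The order of the 2 crosses depended on how the lists were cut to a common size. With the same number of peaks, F1 BM had a peak in 47.7 and 50.8% of the B6-specific and MSM-specific regions, and F1 MB in 40.9 and 39.6%. With the same covered length the order was the opposite, with 40.1 and 31.9% in F1 BM against 61.0 and 59.3% in F1 MB. In both crosses and all 3 settings the shares of strain-specific regions lay between those of regions found in all 4 parental libraries and in exactly 1. Regions of 2 lists from different strains can lie there too. As deposited, those with B6 replicate 1 gave 55.6 and 55.2% in F1 BM and 25.7 and 28.7% in F1 MB. With the same number of peaks, such pairs gave 37.9 to 51.9% in F1 BM and 40.6 to 52.2% in F1 MB. Strain-specific shares exceeded all these only in F1 BM as deposited, among these 2 settings.

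**Figure D2:**
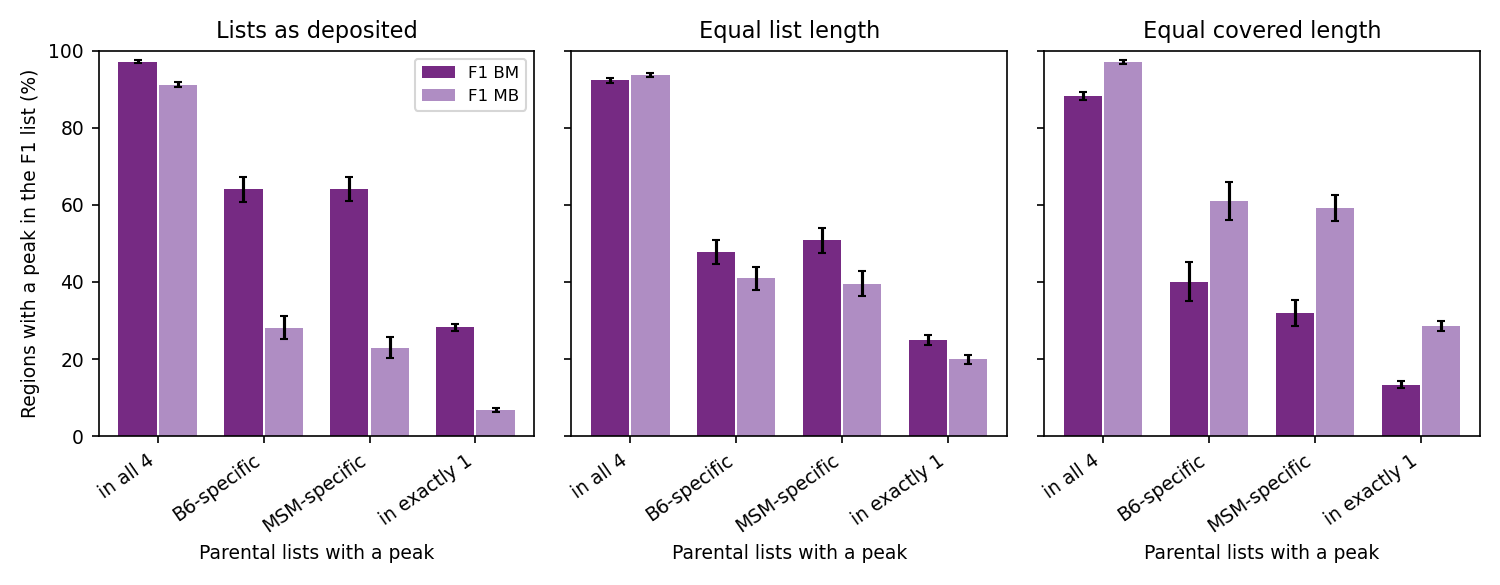
Percentage of regions with a peak in the F1 BM (dark) or F1 MB (light) list, by the parental lists with a peak (all 4, B6-specific, MSM-specific or exactly 1), for the lists as deposited, the same number of peaks and the same covered length; bars are shares and error bars are 95% Wilson intervals. F1 BM is above F1 MB for the strain-specific regions in the lists as deposited (64.1 and 28.2% for B6-specific regions) and below it at the same covered length (40.1 and 61.0%).

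The next comparison asked whether promoter domains reach further upstream in one strain. A domain at the TSS was found in all 4 parental libraries for 5186 promoters. The median upstream reach was 517 bp in B6 replicate 1, -7 bp in B6 replicate 2, 107 bp in MSM replicate 1 and 97 bp in MSM replicate 2. Domains reached further upstream in MSM at 43 promoters (0.829%) and in B6 at 249 promoters (4.80%). On the downstream side the counts were 112 and 293, so the higher count in B6 was not limited to the upstream side. The measure takes the domain nearest the TSS in each library, and these can be different domains on either side of it. At 4 of the 43 promoters and 60 of the 249 the domains of the 4 libraries had no bp in common, so the difference there need not be one of domain length. The remaining counts were 39 in MSM and 189 in B6. In the other 2 splits, the pair with B6 replicate 1 reached further upstream at 324 and 266 promoters and the opposite pair at 4 and 2, so 328 and 268 promoters separated the libraries there, against 292 in the strain split. With the same number of peaks in every library, the strain split gave 57 promoters in MSM and 247 in B6, 304 in all, against 205 and 186 in the other splits. With the same covered length it gave 49 and 153, 202 in all, against 113 and 105. The count was higher in B6 in 13 of 15 alternatives. The exceptions were the counts without B6 replicate 1, 797 for MSM and 278 for B6, and those with each library's median reach subtracted, 451 and 139. Without B6 replicate 2 the counts were 83 and 1746. The F1 libraries were compared at those of these promoters where they had a domain. At the promoters further in B6, F1 BM reached at least 200 bp beyond both MSM libraries at 175 of 243 (72.0%, 95% Wilson interval 66.1 to 77.3%) and F1 MB at 84 of 236 (35.6%, 29.8 to 41.9%). At the promoters further in MSM, F1 BM reached as far beyond both B6 libraries at 20 of 43 (46.5%, 32.5 to 61.1%) and F1 MB at 5 of 41 (12.2%, 5.32 to 25.5%).

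The promoter with the largest gap in favour of MSM was Sin3a (ENSMUSG00000042557.14, chromosome 9, 57072040 to 57128366). The MSM libraries reached 3836 and 3356 bp upstream of its TSS and the B6 libraries 1796 and 703 bp, a gap of 1560 bp. The added interval, 57068684 to 57070243, lay in an intron of Gm10658. Arid5b, Mpp6, Amn1 and Tmem170b followed, with gaps of 1425, 957, 952 and 920 bp. At Arid5b and Mpp6 the nearest domain lay wholly upstream of the TSS in MSM and wholly downstream of it in B6, so the gap separates different domains. By any distance, F1 BM reached beyond both B6 libraries at Sin3a (1896 bp), Arid5b (1750 bp) and Mpp6 (523 bp). F1 MB did so at Mpp6 (-85 bp) and Tmem170b (-29 bp). F1 BM at Sin3a and F1 MB at Tmem170b were less than 200 bp beyond. At Mpp6 the F1 MB domain lay wholly downstream of the TSS, as in B6. In favour of B6, the largest gap was at Atf5 (ENSMUSG00000038539.15, chromosome 7, 44812256 to 44816658), where the B6 libraries reached 3990 and 3177 bp and the MSM libraries 265 and 241 bp, a gap of 2912 bp over an untranslated region of Nup62 and an intron of Il4i1. Errfi1 followed with 2024 bp, where the domains of the 4 libraries had no bp in common, then Gcat and H1f0 with 1888 bp each over the same interval, and Zmiz1 with 1859 bp. F1 BM reached beyond both MSM libraries at Atf5 (1585 bp), Errfi1 (3765 bp), Gcat (4219 bp), H1f0 (1768 bp) and Zmiz1 (881 bp). F1 MB did so at Atf5 (520 bp), Errfi1 (2312 bp), H1f0 (1551 bp) and Zmiz1 (1975 bp), but not at Gcat (804 bp). At H1f0 it was less than 200 bp beyond.

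Arcn1 (ENSMUSG00000032096.16) lies on the minus strand of chromosome 9 from 44741564 to 44767845 in mm10. A match to the B2 probe with 0 mismatches lay from 44768055 to 44768080, with its midpoint 223 bp upstream of the TSS, in an intron of Ift46, whose annotated start is 63 bp upstream of that of Arcn1 on the opposite strand. The domain at the TSS reached 155 and 10 bp upstream in B6 replicates 1 and 2 and 799 and 704 bp in MSM replicates 1 and 2. The strains differed by 669 bp, above the pooled within-strain SD of 86.7 bp, and the 4 values did not overlap (two-sided exact permutation p = 0.333, the smallest possible). In B6 replicate 1 the peak ended at 44768000 and in B6 replicate 2 at 44767855, both before the B2 match. In the MSM libraries a separate peak lay beyond the match, from 44768212 to 44768644 in replicate 1 and from 44768244 to 44768549 in replicate 2, with fold enrichments of 7.40 and 3.73. MSM replicate 1 also had a peak from 44767899 to 44768131 that spanned the match. F1 BM had a peak from 44768238 to 44768525 (fold 2.43) and reached 680 bp, and F1 MB had no peak beyond the match and reached 16 bp. The F1 lists do not separate the alleles, so a missing peak in F1 MB does not decide about its MSM allele. The difference in reach rested on joining the separate MSM peaks: without merging, MSM minus B6 was -74 bp. It was 326 bp with the same number of peaks in every library, below the pooled within-strain SD of 397 bp (exact permutation p = 0.667). The study found this copy absent from MSM, so the MSM reach counts sequence that MSM lacks. In MSM replicate 2 the gap between the peaks holds the match, so it need not be a gap in MSM. In MSM replicate 1 the first gap, from 44767844 to 44767899, lay on the TSS side of the match.

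Nnt (ENSMUSG00000025453.18) lies on the minus strand of chromosome 13 from 119335448 to 119408997. A match to the B2 probe with 0 mismatches lay from 119409918 to 119409943, with its midpoint 934 bp upstream of the TSS, outside annotated genes. The upstream reach was 946 and 380 bp in B6 replicates 1 and 2 and 481 and 472 bp in MSM replicates 1 and 2. The strain difference of -186.5 bp was below the pooled within-strain SD of 283 bp (exact permutation p = 1). Its sign depended on the B6 library, with 96.5 bp without B6 replicate 1 and -469.5 bp without B6 replicate 2. It also depended on the settings with both B6 libraries kept. The difference was 19.5 bp with the same number of peaks and without merging, below the SD of 77.1 bp in each. B6 replicate 1 had a peak that ended at 119409943, at the end of the match. MSM replicate 1 had a separate peak beyond the match, from 119410126 to 119410365 (fold 5.68), and MSM replicate 2 had none. In B6 coordinates that peak was too far from the promoter peak to be joined within 500 bp. The stretch between them holds the B2 match, and the study found the MSM allele free of this copy. The distance in MSM is therefore shorter, and whether the peaks would be joined there was not tested. With merging within 1000 bp the difference was 257 bp, below the SD of 529.9 bp. F1 BM reached 861 bp and F1 MB 478 bp.

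**Figure D3:**
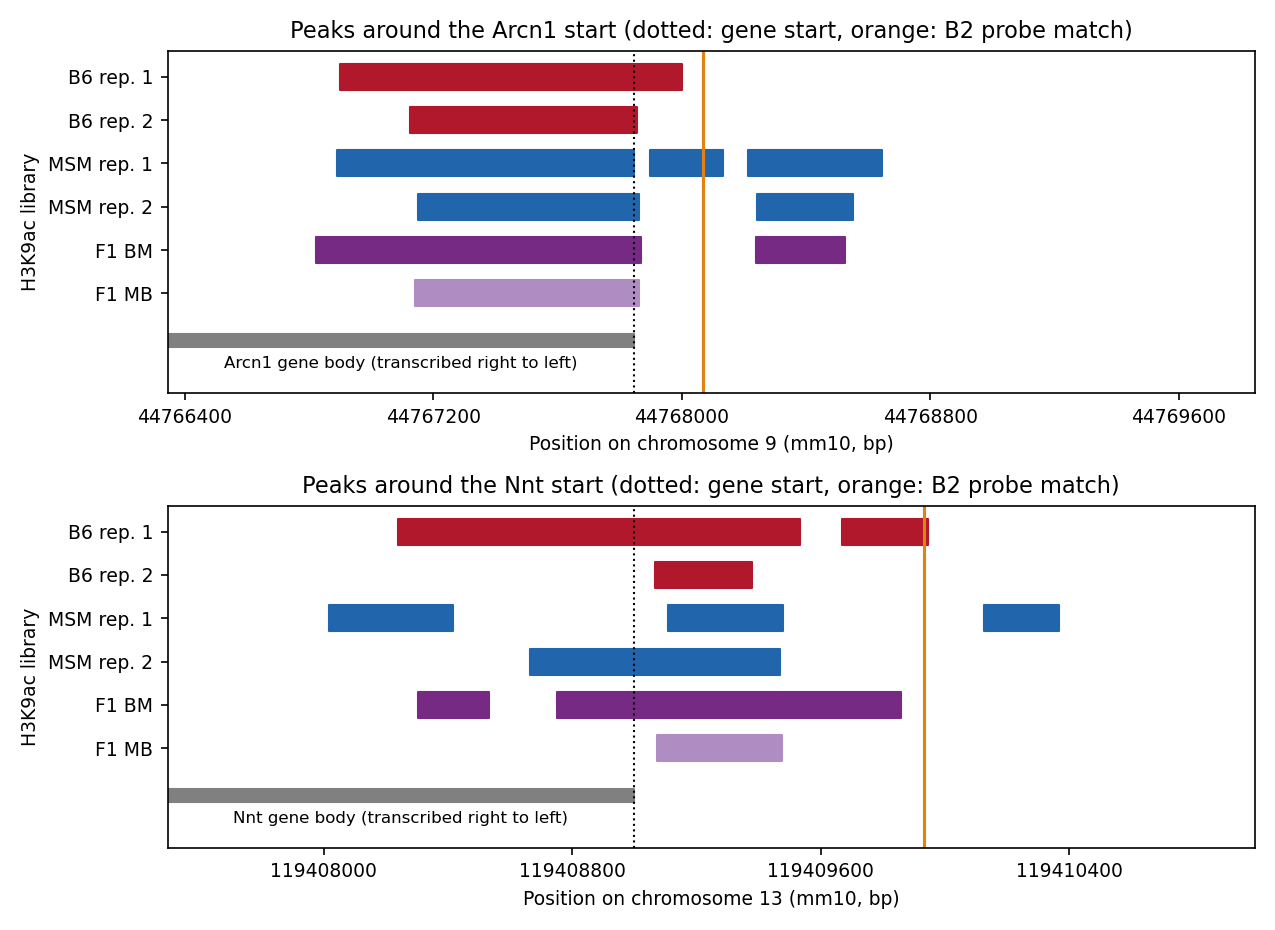
Peaks of the 6 H3K9ac libraries (one row and colour per library or strain) around the Arcn1 and Nnt starts, with the position in mm10 (bp) on the horizontal axis, the gene body in grey, the gene start dotted and the B2 probe match in orange. At Arcn1 the peaks of both B6 libraries end before the match (at 44768000 and 44767855), and both MSM libraries and F1 BM have a peak beyond it; at Nnt only MSM replicate 1 does.

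Whether B2 copies lie at the edges of acetylated domains was examined over all domains. The density of B2 probe matches 0 to 500 bp outside a domain was 24.9 ± 9.22 per Mb in B6 and 26.8 ± 0.153 per Mb in MSM (SD, n = 2 each). At 5 to 10 kb it was 66.9 ± 1.48 and 66.9 ± 0.105 per Mb, against 21.6 per Mb over the genome. The ratio of near to far density was 0.373 ± 0.146 in B6 and 0.401 ± 0.00292 in MSM, and it lay between 0.270 (F1 MB) and 0.505 (F1 BM) in the 6 libraries. Matches were thus less dense next to the domains than further out in every library. They numbered 157 in B6 replicate 2 and 483 in B6 replicate 1 within the near windows. From 0 to 100 bp outside the edge the density was 0.537 times the genome mean over the parental libraries, from 300 to 500 bp it was 1.63 times, and from 2000 to 3000 bp it was highest with 3.14 times. The alternative that moved the ratio most was a near window of 1000 bp, with a mean of 0.574 over the parental libraries. In public data, the study found B2 copies enriched in the neighbourhood of H3K9ac peaks. It took copies from a repeat annotation and peaks of another project, so that enrichment and this ratio are unlike measures.

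**Figure D4:**
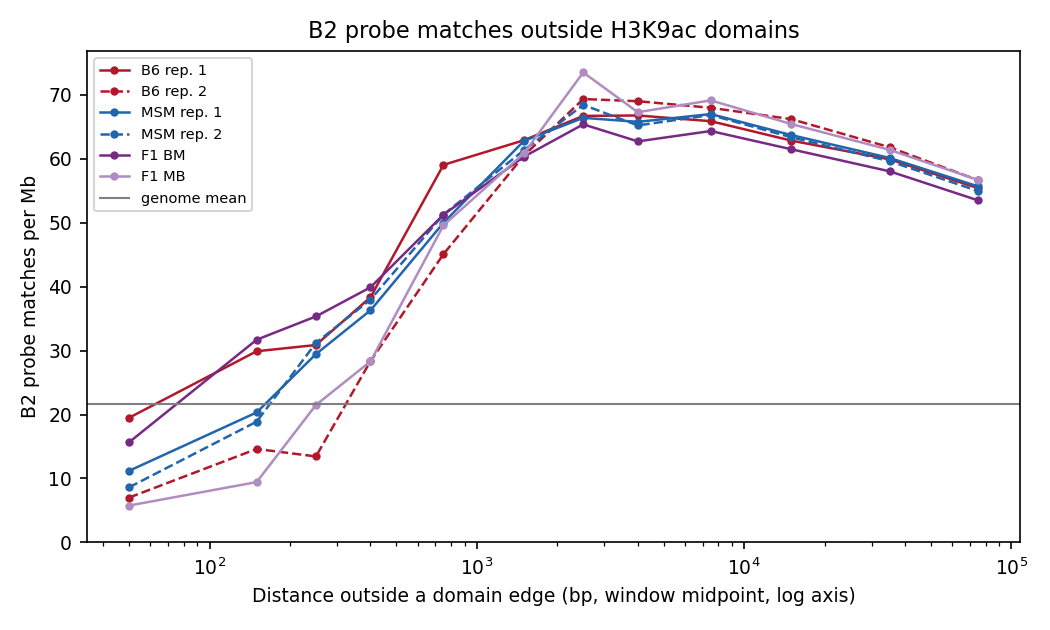
B2 probe matches per Mb (vertical axis) against the distance outside H3K9ac domain edges (bp, log axis, points at window midpoints) for each of the 6 libraries, with the genome mean of 21.6 per Mb as a grey line. All 6 curves rise from below the genome mean next to the edge to above 60 per Mb at 2000 to 3000 bp.

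Finally, the intervals between the upstream edges of the nearest promoter domains of the strains were searched for B2 matches. All matches in the B6 sequence were used, whether or not MSM has the copy too. The counts therefore do not single out copies that differ between the strains. Of the 43 intervals added in MSM, 1 held a match (2.33%, 95% Wilson interval 0.412 to 12.1%), and it was that of Arcn1. Of the 249 intervals added in B6, 0 held a match (interval up to 1.52%). With 1 match in all, the two-sided Fisher's exact test could not give a p below the 0.147 observed, so it does not tell whether the shares differ. The count of 0 in B6 depended on the settings. In the lists with equal numbers of peaks, 1 of 57 intervals in MSM and 2 of 247 in B6 held a match. The median interval was 434 bp in MSM and 477 bp in B6. On the downstream side, 1 of 112 intervals in MSM and 0 of 293 in B6 held a match (Fisher's exact test, p = 0.277, again the smallest possible).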

Values the study reported

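The study placed a B2 copy that is present in B6 and absent from MSM 200 bp upstream of the Arcn1 TSS. In F1 hybrid liver, it found Arcn1 transcripts of the MSM allele to be about 6-fold more abundant than those of the B6 allele. For Nnt, the corresponding value was about 2-fold. Beyond the Arcn1 B2 copy, the study found H3K9ac reads of both reciprocal F1 hybrids to differ by allele, with high acetylation on the MSM allele. It also found DNA methylation to differ by allele there in F1 hybrids. Reads were not assigned to alleles here, so these findings were not examined.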

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

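Alternatives at the same covered length, with a peak cover of 50% of the region, on the downstream side, and with overlapping promoter domains were chosen after the data were seen. The others were chosen before. Of the 170 values recomputed over 24 settings, 125 stayed within the replicate spread, the Wilson interval, 1.5 times the count or the same side of the test, and 45 did not. Where no construction is named below, the cause of a change was not tested. None of the permutation tests could pass 0.05, so their p-values say nothing about stability.

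The strain differences in peak number, covered length, share of peaks at a TSS and median domain width changed sign between the fits without B6 replicate 1 (5828 peaks, 3.399 Mb, -6.07 percentage points and 60.5 bp) and without B6 replicate 2 (-5521 peaks, -6.35 Mb, 1.80 points and -258.5 bp). The change from the values as deposited was within the within-strain SD, but by construction, since the B6 pair sets that SD. In the other alternatives the differences lay below their own within-strain SD, except the share of peaks at a TSS with the same number of peaks, which was -3.3996 points with an SD of 3.16. The within-strain minus between-strain overlap was above 0 in all settings run, from 0.0318 at a −log10 q of at least 5 to 0.0709 at the same covered length.

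The number of B6-specific regions was 367 at the same covered length. The 50% overlap of the shorter of peak and region could not change the parental counts, because each parental peak lies inside its region. Leaving out 1 library loosens the definition of a specific region by construction. B6-specific regions then ranged from 1236 to 7627, highest without B6 replicate 2, and MSM-specific regions from 884 to 4654, highest without B6 replicate 1. The shares with an F1 peak changed when the lists were cut to a common size, which changed the parental region sets as well. With the same number of peaks, the B6-specific shares were 47.7% in F1 BM and 40.9% in F1 MB, and the MSM-specific shares 50.8 and 39.6%. With the same covered length they were 40.1 and 61.0%, and 31.9 and 59.3%. Over the 4 fits that each left out 1 parental library, the B6-specific share ranged from 31.7 to 70.8% in F1 BM and from 9.60 to 37.1% in F1 MB, and the MSM-specific share from 43.5 to 75.2% in F1 BM and from 12.4 to 49.98% in F1 MB. The order of the 2 crosses therefore depended on how the lists were cut to a common size, and only the same covered length put F1 MB above F1 BM.

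Promoters further upstream in MSM numbered 66 at an edge difference of 100 bp and 17 at 500 bp, and those further in B6 numbered 117 at 500 bp and 153 at the same covered length. A larger edge difference lowers both counts by construction. B6 had the higher count in 13 of 15 alternatives. Among promoters where the domains of the 4 libraries overlapped one another, 39 were further in MSM and 189 in B6, and the strain split (228 in all) lay below the other splits (309 and 258) as deposited and above them with the same number of peaks (262 against 177 and 162) and the same covered length (182 against 109 and 88). With each library's median reach subtracted there were 451 in MSM and 139 in B6, which is the opposite order. That subtraction shifts all promoters of a library alike, and only 120 of the 451 MSM domains reached beyond both B6 domains before it. Without single libraries the MSM count ranged from 83 (without B6 replicate 2) to 797 (without B6 replicate 1), and the B6 count from 278 (without B6 replicate 1) to 1746 (without B6 replicate 2).

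The Arcn1 difference was 326 bp with the same number of peaks, where it fell below the within-strain SD of 397 bp and the strains no longer separated (exact permutation p = 0.667). It was 822 bp with median reach subtracted and -74 bp without merging of peaks. The last value follows from the construction, since the upstream peak in MSM is separate from the promoter peak in B6 coordinates. These include the B2 copy that the study found absent from MSM. Leaving out single libraries gave 596.5 to 741.5 bp. The Nnt difference was 257 bp with merging within 1000 bp, below its SD of 529.9 bp, and -33.5 bp with median reach subtracted, above its SD of 21.01 bp. With the same number of peaks and without merging it was 19.5 bp, below the SD of 77.1 bp in each. It was 96.5 bp without B6 replicate 1 and -469.5 bp without B6 replicate 2. It could not be computed at a −log10 q of at least 5, where a parental library had no domain at the TSS. The B2 density ratio was 0.574 with a near window of 1000 bp, and from 0.325 to 0.426 under its other alternatives. The matches in added intervals were too few for Fisher's exact test to pass 0.05 in the lists as deposited and in 10 of 14 alternatives. In the 4 others p ranged from 0.273 to 0.498. In these, 1 interval in MSM held a match, and the B6 intervals with a match were 2 of 247 with the same number of peaks, 2 of 244 with merging within 1000 bp, 3 of 353 at an edge difference of 100 bp and 1 of 249 with at most 4 mismatches. No interval held a match without merging or among promoters without another gene start within 2 kb upstream, which leaves out Arcn1 because of the Ift46 start.

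The replicate numbers of B6 and MSM share only a number. The replicate differences of the 2 strains over regions had a correlation of -0.00218, and same-numbered libraries overlapped as much (Jaccard index 0.465) as libraries of different number and strain (0.468). With the replicate block, the mean differences were 153.5 peaks, -1.48 Mb and -99 bp of domain width, each with a sign-flip permutation p of 1 (smallest possible 0.5). The block was not run for the overlap, which has no value per library. Depth was not used here. It limits what the counts of specific regions show, because a weak peak can fall below the threshold in a shallower library.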

Other observations

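The test of list length for the chromosome Y peaks, the limit that covered length sets on the Jaccard index, the counts of regions used to weigh a mislabelled library, and the overlaps and promoter counts at the same covered length were chosen only after the results were seen. The other tests were chosen before.

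Peaks on chromosome Y were found in 4 lists and not in the B6 lists. There were 8 in MSM replicate 1, 4 in MSM replicate 2, 9 in F1 BM and 1 in F1 MB, all between 12303598 and 89271445. List length alone is argued against, since the list of B6 replicate 1 was the longest with 22968 peaks and had 0 on chromosome Y. A difference in sex, with female B6 and male MSM and F1 mice, is argued against by a peak at the start of Xist in all 4 MSM and F1 lists, as in the B6 lists, and by 0 peaks at the starts of Ddx3y, Eif2s3y, Kdm5d and Uty in all 6 lists. Reads of sequence present in many copies remained. The median percentage of 32-mers of the 22 peaks that also occur on other chromosomes was 100%, against a median of 0% for 220 autosomal peaks drawn from the same lists. A candidate explanation is that these peaks hold reads of X-linked or autosomal copies, placed on chromosome Y by mapping to the B6 sequence. Why such reads appear in livers with MSM alleles and not in B6 was not tested, and a strain variant in the copies stays open.

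The list of genes with female-biased expression in liver, fixed before its peaks were looked up, nevertheless differed between the strains. Of its 17 genes, 5 had a peak at the start in both B6 lists and no MSM list (Cyp2b9, Cyp2b13, Sult2a1, Cyp17a1 and Abcd2) and 1 in both MSM lists and no B6 list (Hao2). Of 15 male-biased genes, 0 had a peak in both B6 lists alone and 2 in both MSM lists alone (Susd4 and Selenbp2). The labels give no sex. These counts are small, several of the genes have similar copies, and they were not tested further.

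The B6 replicates shared less peak-covered sequence than mice of different strains. Their Jaccard index of 0.381 was near 0.392, the highest value that their covered lengths allow, and this limit lies below all 4 indices between strains. With the same number of peaks in every library the index was 0.484, within the range of 0.476 to 0.497 between strains, and the shortfall against the between-strain mean shrank from 0.0855 to 0.00397. At the same covered length the index of the B6 pair was 0.473, above the between-strain mean of 0.466 and inside the range of 0.457 to 0.476. Unequal list length is therefore a candidate explanation of the shortfall. It leaves open why the B6 pair did not lie clear of the pairs of different strains, as the MSM pair did with 0.615 and 0.601 in these settings. This holds for the Jaccard index alone. By the share of the shorter list's peaks that overlap, the B6 pair lay above all pairs of different strains. The values were 98.8% against at most 87.6% as deposited and 80.0% against at most 74.9% at the same number of peaks. At the same covered length they were 96.0% against at most 85.0%. The MSM pair lay above these pairs only at the same number of peaks, with 78.1%. It lay below all of them as deposited (80.0% against at least 84.1%) and at the same covered length (76.7% against at least 77.4%). The share therefore set both same-strain pairs apart only at the same number of peaks. A mislabelled B6 library was considered, since B6 replicate 1 overlapped both MSM libraries slightly more (0.497) than B6 replicate 2 at the same number of peaks, though less (0.461 and 0.457) at the same covered length. At the same number of peaks, 1002 regions were in both B6 lists and neither MSM list, against at most 427 in a pair of libraries from different strains. In the other settings a pair from different strains had more, with 849 against up to 1444 as deposited and 367 against up to 680 at the same covered length, where the lists differ in their number of peaks. At the same number of peaks, both B6 libraries overlapped the MSM libraries less (Jaccard index 0.476 to 0.497) than these overlapped each other (0.615). At the same covered length the values were 0.457 to 0.476 against 0.601. These values, and the share of overlapping peaks and the regions at the same number of peaks, argue against an exchange with an MSM mouse. The higher index of B6 replicate 1 with MSM than with B6 replicate 2 at that number, and the regions in the other settings, do not. A wrong label was therefore not excluded. No biological cause of the difference between the B6 mice was tested.

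More promoters reached further upstream in B6 than in MSM, 249 against 43. The long domains of B6 replicate 1, which make it harder for MSM to reach beyond both B6 libraries, stay open as an explanation. The opposite order without B6 replicate 1 (797 in MSM, 278 in B6) does not decide, since this leaves the B6 library with the shortest reach, and neither does that with each library's median reach subtracted (451 and 139), which moves the libraries by 517, -7, 107 and 97 bp. The excess stayed with the same number of peaks in every library, with 247 in B6 and 57 in MSM, but B6 replicate 1 then still had the longest median reach, 389 bp against at most 45 bp in the other libraries. The strain split separated 304 promoters at that length, more than the 205 and 186 of the other splits, and 202 against 113 and 105 at the same covered length. As deposited it separated 292, against 328 and 268. The counts at equal length, but not those as deposited, go with a difference between the strains in where the nearest domain ends. For the excess in B6, a strain difference and the long domains of B6 replicate 1 cannot be told apart, because that library is part of each B6 count that has both replicates.

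B2 probe matches were rarer within 500 bp of domain edges than 5 to 10 kb away. A lack of repeats of any kind next to peaks accounts for part of this at most. The soft-masked share of the sequence fell to 0.615 times its value at 5 to 10 kb, and the B2 ratio divided by that of the soft-masked share was 0.624 on average over the parental libraries and below 1 in all 6 libraries (0.475 to 0.753). Edges at gene starts are not the whole cause either, since domains away from gene starts had a ratio of 0.516 on average (0.345 to 0.673 over the 6 libraries), against 0.325 for domains at a TSS. The base composition and the mapping of reads next to young repeats were not tested and stay open, as does an effect of the chromatin itself. This lower density is relative to 5 to 10 kb. Within 500 bp the strain means of 24.9 per Mb in B6 and 26.8 in MSM lay above the genome mean of 21.6. The values of 18.4 in B6 replicate 2 and 18.7 in F1 MB lay below it. Arcn1 was the only promoter among the 43 further in MSM with a B2 match in the added interval, and it was chosen by the study. The upstream peak that sets Arcn1 apart lies in the first part of Ift46, so the reach measured there may be that of the Ift46 promoter. Among promoters with no other gene start within 2 kb upstream, which leaves out Arcn1, 0 of 34 intervals in MSM and 0 of 202 in B6 held a match.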
